# Preferential Re-Replication of *Drosophila* Heterochromatin in the Absence of Geminin

**DOI:** 10.1371/journal.pgen.1001112

**Published:** 2010-09-09

**Authors:** Queying Ding, David M. MacAlpine

## Abstract

To ensure genomic integrity, the genome must be duplicated exactly once per cell cycle. Disruption of replication licensing mechanisms may lead to re-replication and genomic instability. Cdt1, also known as Double-parked (Dup) in *Drosophila*, is a key regulator of the assembly of the pre-replicative complex (pre-RC) and its activity is strictly limited to G1 by multiple mechanisms including Cul4-Ddb1 mediated proteolysis and inhibition by geminin. We assayed the genomic consequences of disregulating the replication licensing mechanisms by RNAi depletion of geminin. We found that not all origins of replication were sensitive to geminin depletion and that heterochromatic sequences were preferentially re-replicated in the absence of licensing mechanisms. The preferential re-activation of heterochromatic origins of replication was unexpected because these are typically the last sequences to be duplicated in a normal cell cycle. We found that the re-replication of heterochromatin was regulated not at the level of pre-RC activation, but rather by the formation of the pre-RC. Unlike the global assembly of the pre-RC that occurs throughout the genome in G1, in the absence of geminin, limited pre-RC assembly was restricted to the heterochromatin by elevated cyclin A-CDK activity. These results suggest that there are chromatin and cell cycle specific controls that regulate the re-assembly of the pre-RC outside of G1.

## Author Summary

Catastrophic consequences may occur if the cell fails to either completely copy the genome or if it duplicates some regions of the genome more than once in a cell cycle. The cell must coordinate thousands of DNA replication start sites (origins) to ensure that the entire genome is copied and that no replication origin is activated more than once in a cell cycle. The cell accomplishes this coordination by confining the selection and activation of replication origins to discrete phases of the cell cycle. Start sites can only be selected or ‘licensed’ for DNA replication in G1 and similarly, they can only be activated for the initiation of DNA replication in S phase. Disruption of the mechanisms that regulate this ‘licensing’ process have been shown to result in extensive re-replication, genomic instability and tumorigenesis in a variety of eukaryotic systems. Here we use genomic approaches in *Drosophila* to identify which origins of replication are susceptible to re-initiation of DNA replication in the absence of replication licensing controls. Unexpectedly, we find that sequences in the heterochromatin, which were thought to contain only inefficient origins of replication, are preferentially re-replicated. These results provide insights into how origins of replication are selected and regulated in distinct chromatin environments to maintain genomic stability.

## Introduction

The precise duplication of the genome is a fundamental requirement to maintain genomic integrity. Eukaryotic cells employ a tightly regulated origin licensing system to ensure that each origin of DNA replication is activated once and only once during S phase [1]. Failure to properly license replication origins will result in either re-initation of DNA replication or underreplication, and may contribute to genomic instability. A critical feature of this licensing system is that the assembly of the pre-replicative complex (pre-RC) at origins of replication is separated from replication initiation by strictly limiting each process to distinct phases of the cell cycle [1], [2]. In G1, when CDK levels are low, Cdc6 and Cdt1 function to load the replicative helicase complex (MCMs) at ORC binding sites to form the pre-RC. The pre-RC is subsequently activated in S phase by cyclin and Dbf4 dependent kinase (CDK and DDK) activities which results in the loading of DNA polymerases and the initiation of bi-directional DNA replication.

Re-initiation of DNA replication within the same cell cycle is prevented by multiple redundant mechanisms that prevent the re-assembly of the pre-RC outside of G1. For example, in *S. cerevisiae* and *S. pombe*, pre-RC re-assembly is prevented by CDK dependent activities which alter the phosphorylation and localization of Cdc6 and the MCM proteins [3]–[5]. In metazoans, the primary mechanism by which re-replication is prevented is the down regulation of Cdt1 activity by either the proteosome mediated degradation of Cdt1 or by the inhibitory binding of geminin to Cdt1 [6]. Geminin is present only in higher eukaryotes and its expression is limited to the S, G2 and M phases in proliferating metazoan cells [7], [8]. Geminin binds and sequesters Cdt1 in an inactive complex that cannot recruit the MCMs thereby suppressing origin licensing [9], [10]. The degradation of geminin in late M phase releases Cdt1 from geminin and allows the reformation of the pre-RC in the subsequent G1.

Disruption of licensing mechanisms leads to re-replication in a variety of model organisms. The overexpression of Cdt1 by itself or in combination with Cdc6 results in re-replication in p53 deficient human cancer cell lines [11]. Similarly, Cdt1 overexpression or geminin depletion has also been demonstrated to result in re-replication in *C. elegans* [12] and *Drosophila* [13], [14]. In contrast, Cdt1 overexpression is insufficient to induce re-replication in yeast; instead, the simultaneous mutation of multiple pre-RC components is required to override the licensing control mechanisms [15], [16].

Regardless of the exact mechanism(s) that prevent re-replication, a common feature among eukaryotes is that not all sequences are equally susceptible to re-initiation of DNA replication. In human cancer cell lines, re-replication induced by Cdt1 overexpression or Cdt1/Cdc6 co-overexpression occurs in early replicating regions of the euchromatin [11], whereas genome-wide studies in both S. *cerevisiae* and S. *pombe* have shown that re-initiating origins of replication are distributed throughout the genome with increased re-replication at subtelomeric sequences [17]–[19]. These studies also suggest the intrinsic ability of an origin to re-initiate DNA replication is regulated both at the level of pre-RC assembly and activation [18].

The deregulation of replication licensing leads to DNA damage, checkpoint activation, aneuploidy and genomic instability [11], [20]–[22]. We sought to better understand how origins of replication are selected and activated in the absence of replication licensing controls. Specifically, we have depleted geminin from *Drosophila* Kc167 cells and assessed the consequences of re-replication using genome-wide approaches. We found that the pericentromeric heterochromatin was preferentially re-replicated in the absence of geminin. Re-replication of the heterochromatin was due to the dynamic re-assembly of a limited number of pre-RCs whose assembly was restricted to the heterochromatin by cyclin A-CDK activity. These results provide insights into how cell cycle controls and chromatin environment facilitate the selection and regulation of origins of replication.

## Results

### Geminin depletion induces DNA re-replication

The increase in DNA content observed in the absence of geminin in both *Drosophila* [13] and human cell lines [20] does not follow precise genome-unit integer steps, but rather represents a broad continuum of DNA content greater than 4N. The non-integer increase of DNA copy number observed in geminin depleted cells suggests that certain sequences may have a differential capacity to re-initiate DNA replication. We sought to characterize the susceptibility of unique sequences in the *Drosophila* genome to re-initiate DNA replication in the absence of geminin.

RNA interference (RNAi) was used to reduce the expression of geminin in *Drosophila* Kc167 cells. Asynchronous cells were treated with dsRNA targeting either geminin or a non-specific control sequence derived from the plasmid pUC119 (pUC). Geminin protein levels were depleted in a time dependent manner in the cells treated with geminin dsRNA (Figure S1). In contrast, geminin levels were not perturbed by treatment with pUC dsRNA. As previously reported [13], [23], we observed a decrease in the stability of Dup, the *Drosophila* Cdt1 homolog, in the absence of geminin. Consistent with published data [13], flow cytometry of DNA content revealed that geminin deficiency resulted in the inappropriate re-replication of the genome. After only 24 hours of treatment with geminin dsRNA, a large population of cells (>50%) contained more than 4N DNA content and by 48 hours of treatment, many of the cells had a DNA content greater than 8N (Figure 1A).

**Figure 1:**
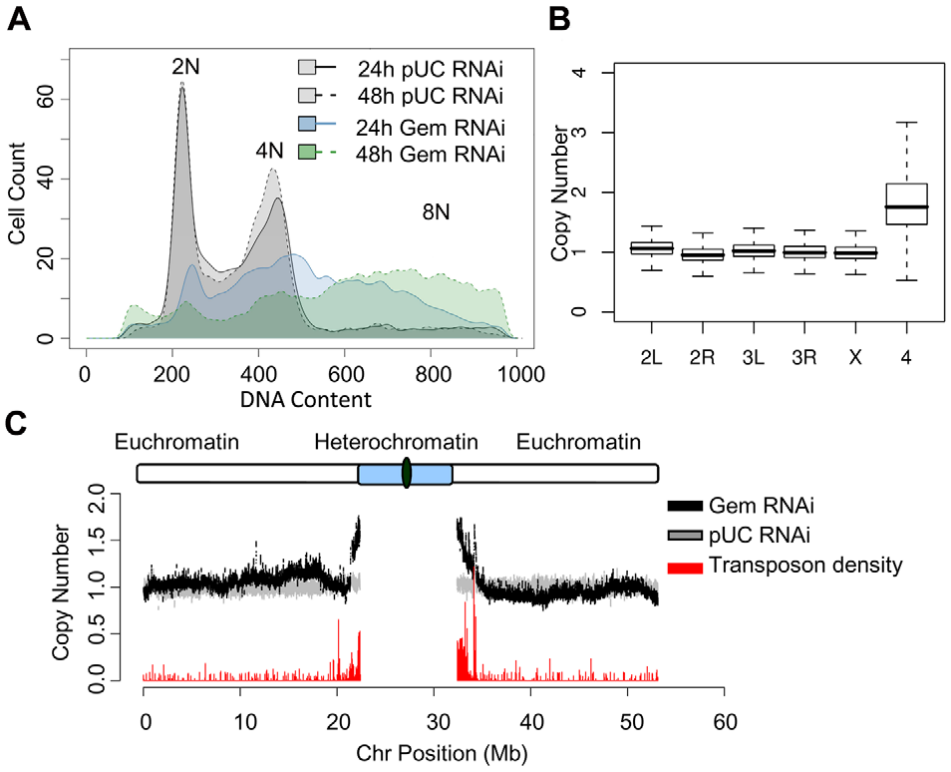
Geminin depletion results in increased ploidy. (A) Histogram of DNA content determined by flow cytometry for cells treated with nonspecific pUC control dsRNA for 24 (gray; solid outline) and 48 hours (gray; dashed outline) or geminin dsRNA for 24 (blue; solid outline) and 48 (green; dashed outline) hours. (B) Boxplot of the relative copy number of DNA from geminin depleted cells at 48 hours versus DNA from control cells for individual array probes grouped by chromosome. The heterochromatic 4th chromosome is at a significantly elevated copy number (p<1×10^−16^). (C) The relative copy number for array probes following 48 hours of geminin depletion (black) as a function of chromosomal position for the left and right arms of *Drosophila* chromosome 2. The relative copy number comparing two independent populations of control cells is shown in gray. Transposon density (fraction of sequence covered by transposable elements) is indicated by the red histogram at the bottom of the plot.

### Pericentromeric heterochromatin is preferentially re-replicated

To identify sequences prone to re-replication in geminin depleted Kc167 cells, we utilized comparative genomic hybridization (CGH) to directly measure the relative change in DNA copy number generated as a result of re-replication. In this assay, DNA from independent biological replicates was harvested from either geminin or pUC dsRNA treated cells, differentially labeled with Cy5 and Cy3 conjugated dUTP, and hybridized to custom genomic tiling microarrays containing unique probes spanning the sequenced *Drosophila* euchromatin. The log ratio of Cy5 to Cy3 signal served as a proxy for the relative copy number difference between geminin depleted and control cells.

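Kc167 is an established Drosophila cell line, and each culture had been incubated with dsRNA against geminin or, as the control, with pUC dsRNA, for 48 hours. The values given here come from 3 custom Agilent tiling arrays. Of these, 2 compared geminin depleted cells with control cells of the same-numbered biological replicate, and 1 compared the control DNA of both replicates with each other. Geminin DNA carried Cy5 and control DNA Cy3 on both geminin arrays, so the dyes were not swapped, and a preference of a probe for a dye is measured only by the control-control array. Geminin replicate 1 and the control-control array used a design of 179130 probes of 45 to 60 bases (median 51) with a median spacing of 620 bp on 2L, of which 177461 lie on 2L, 2R, 3L, 3R and X and 1669 on chromosome 4. The authors deposited the scanner's spot intensities (Agilent Feature Extraction 9.5.1.1) and a log2 ratio for each probe with its position on Release 5 of the genome. The deposited log2 ratios are limma's normexp background correction without an offset followed by loess within each array, which gave the same values when it was repeated on the spot intensities (largest difference on any of the 3 arrays 3.4e-13); the quantile step between replicate slides named in the methods is not part of them. For the values given here, log2 of Cy5 over Cy3 was taken from Agilent's processed signals, which are background-subtracted, detrended and scaled by 1 factor per dye, and each array was centred on its median without loess, since many probes may truly shift one way. Spots marked by the scanner as outliers (416 on geminin replicate 1 and 181 on the control-control array) were left out, and saturated spots were kept, which left 178712 and 178947 probes with a position. The median signal of a spot over its local background was 26.2 in Cy5 and 13.7 in Cy3 for geminin replicate 1, and 23.6 and 14.9 for the control-control array. Spots not well above background in both channels numbered 2790 and 329. Because each array holds 1 ratio per probe and is centred, its values show copy number relative to the rest of the same genome and not the total DNA content of the cells. With 2 geminin arrays against 1 control-control array the smallest p an exact permutation test can give is 0.333, so the medians of regions are given for each array with the mean and SD of both, and windows of the genome were tested in a limma fit of all 3 arrays.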

Geminin depletion resulted in strikingly elevated levels of the fourth chromosome (Figure 1B). 

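The median log2 ratio of chromosome 4, relative to the median of all probes on 2L, 2R, 3L, 3R and X, was 0.63 for geminin replicate 1 (1666 probes) and 0.80 for geminin replicate 2 (2190 probes), or 0.72 ± 0.12 (SD, n = 2 arrays). These are relative copy numbers of 1.55 and 1.75. On the control-control array the same difference was 0.030, a relative copy number of 1.02. Among 10000 random stretches of as many adjacent probes on the arms, none of those drawn reached chromosome 4 on any of the 3 arrays; the highest stretch lay at 0.43, 0.50 and 0.02 for geminin replicate 1, geminin replicate 2 and the control-control array. The methods' t-test across probes gave a log10 p of -1392 and -3846 on the geminin arrays and of -14.3 on the control-control array, and it counts neighbouring probes of 1 DNA sample as independent.
Along the chromosome the copy number was not level. Of the 25 windows of 50 kb, the first (50001 to 100000, Release 5) lay at 1.95 and 2.23 times the arms for geminin replicates 1 and 2, and the last (1250001 to 1300000) at 1.30 and 1.40. The windows followed the same course on both geminin arrays (Pearson r 0.99 and Spearman rho 0.99 across windows, which are not independent replicates). The setting that moved the value for the whole chromosome most was the restriction to positions that both array designs carry, with a mean of 1.09; that set holds 23 chromosome 4 probes, all between 61101 and 114741.

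**Figure D1:**
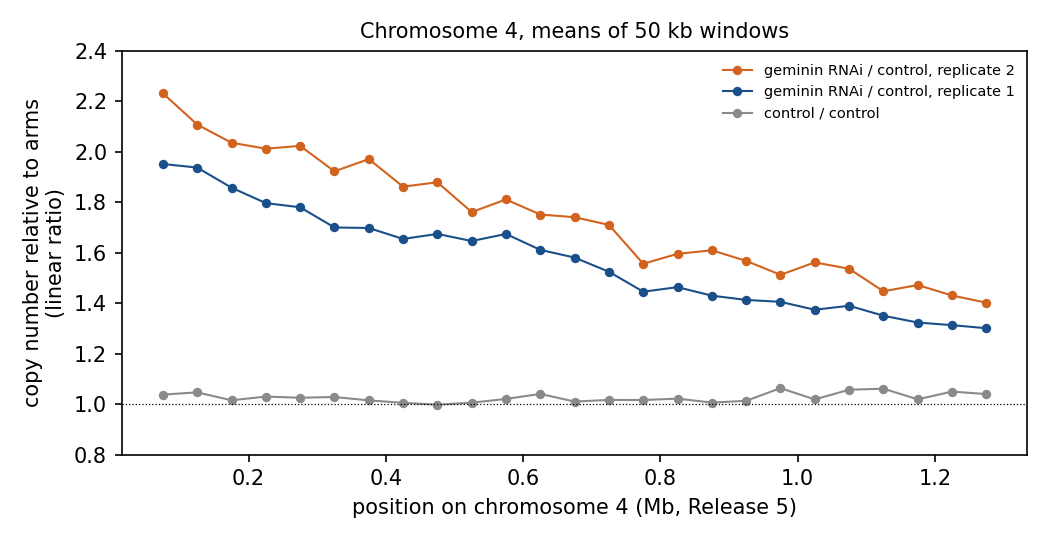
Mean copy number of each 50 kb window on chromosome 4 relative to the arms (linear ratio) against its position in Mb (Release 5), for both geminin arrays and the control-control array. Replicate 1 falls from 1.95 to 1.30 and replicate 2 from 2.23 to 1.40 between the first and the last window, while the control-control array stays near 1.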

The *Drosophila* fourth chromosome is unique because of its small size, high transposon density and heterochromatic nature [24]. Given the distinct chromatin environment of the fourth chromosome, we sought to more closely examine copy number throughout the remaining *Drosophila* chromosomes. We analyzed the relative copy number of DNA from geminin depleted cells versus control DNA across each of the chromosomes by plotting the moving average of DNA copy number as a function of chromosome position. The relative copy number for the large majority of euchromatic sequences along the chromosome arms of geminin depleted cells was constant and equal to one. However, as the sequences approach the pericentromeric heterochromatin on chromosome 2, 3 and X, the copy number increased sharply, indicating that DNA sequences in these regions have re-replicated (Figure 1C and Figure S2, black).

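Away from the centromeres, the arms were divided into 1879 windows of 50 kb more than 5 Mb from the proximal end of the arm sequence, each with at least 10 probes on every array. Relative to the median of the arms, 91.9% of these windows lay between 0.9 and 1.1 for geminin replicate 1, 84.5% for geminin replicate 2, and 82.5% on both; no window reached 1.5 on either geminin array. The lowest and highest windows were 0.806 and 1.19 for replicate 1 and 0.731 and 1.19 for replicate 2. The SD of the windows' log2 ratios was 0.081 and 0.10 for the geminin arrays and 0.023 for the control-control array, so the windows of geminin depleted cells varied more than those of control DNA. The departures from the median were shared: the 2 geminin arrays had a Pearson r of 0.88 and a Spearman rho of 0.86 across these windows (p = 0.00053 for each in a permutation test by circular shifts, the smallest that the 1878 possible shifts can give), with r between 0.77 and 0.86 within single arms. Against the control-control array r was 0.046 and 0.045 (permutation p = 0.136 and 0.169); control DNA shared between the arrays lowers the first of these and raises the second. Over whole arms, the median log2 ratio relative to all arms ranged from -0.05 on 2R to 0.07 on 2L for replicate 1 and from -0.07 on 2R to 0.09 on 2L for replicate 2. Because each array is centred on its own median, these values show how level the arms are and not their copy number per cell.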

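In the 1 Mb next to the proximal end of each arm sequence (the high-coordinate end of 2L, 3L and X and the low-coordinate end of 2R and 3R, Release 5), the median log2 ratio was compared with that of probes of the same arm more than 5 Mb away. On 2R the difference was 0.56 for geminin replicate 1 and 0.62 for geminin replicate 2, on 3R 0.50 and 0.57, on X 0.42 and 0.51, and on 2L 0.38 and 0.50. The mean of these 4 arms was 0.51 ± 0.06 (SD, n = 2 arrays), and 0.0074 on the control-control array. On 3L the first array design has no probe in the last 1 Mb, ending at 22825000 where the second design ends at 24535601, and the difference was 0.61 for replicate 2 alone. It also ends at 22404858 on 2L, against 22984411, so replicate 1 samples less of the sequence next to the heterochromatin. The copy number, as a running median of 5 windows of 50 kb, fell halfway to the level of the distal arm at 1.61 Mb from the proximal end on 2L and 2.02 Mb on 2R for both replicates, at 1.07 and 0.97 Mb on 3R, at 1.55 and 1.60 Mb on X, and at 1.86 Mb on 3L for replicate 2. The halfway level is set from the outermost windows each design carries. Of the settings tried, normexp without an offset and without loess moved the mean rise most, to 0.82. From the rise toward the pericentromeric heterochromatin, the paper concludes that DNA sequences in these regions have re-replicated.

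**Figure D2:**
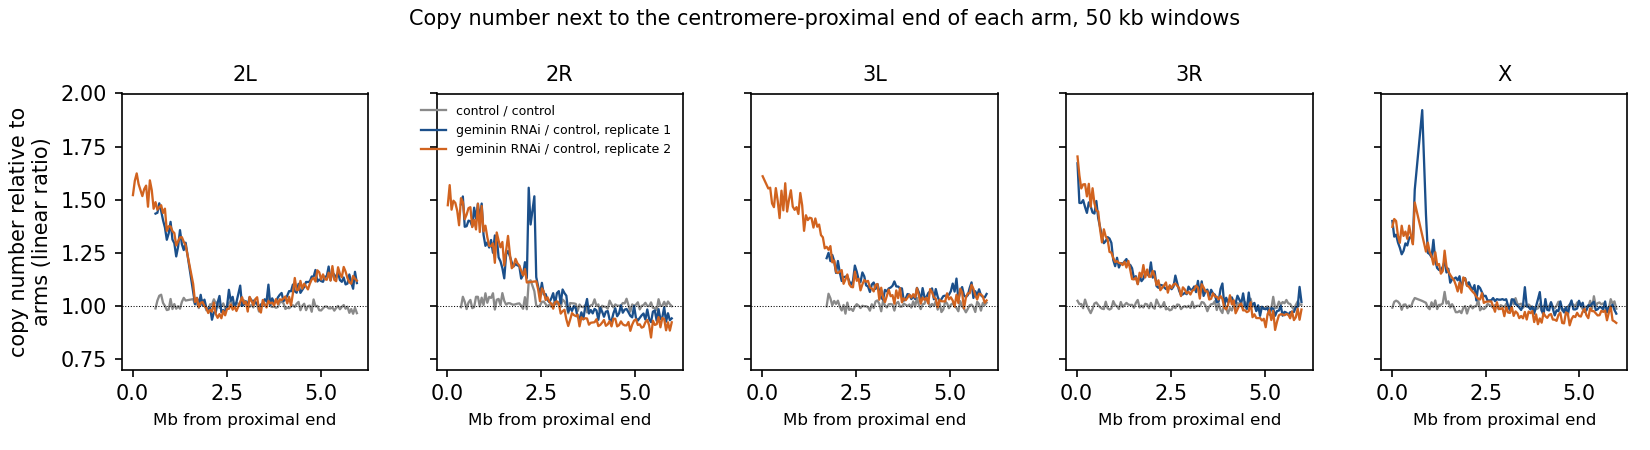
Mean copy number of 50 kb windows relative to the arms (linear ratio) against the distance in Mb from the proximal end of each arm sequence, for both geminin arrays and the control-control array. Both geminin arrays rise toward the proximal end of every arm they cover, while the control-control array mostly stays near 1. The isolated peaks of replicate 1 on 2R and X (up to 1.56 and 1.92) are windows of 11 to 28 probes that replicate 2 does not cover with 10 probes. At the peaks on 2R the control-control array is also raised, to between 1.07 and 1.12.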

In *Drosophila*, repressive chromatin is marked by the trimethylation of histone H3 on lysine residue 9 (H3K9me3) in the constitutive pericentromeric heterochromatin and by trimethylation of histone H3 on lysine 27 (H3K27me3) at polycomb repressed sequences [25], [26]. The elevated copy number we observe for chromosome 4 and the sequences adjacent to the heterochromatin for each of the remaining chromosomes suggests that the constitutive heterochromatin is being preferentially re-replicated in the absence of geminin. These sequences also exhibit an increased density of transposable elements (Figure 1C and Figure S2, red). We examined the extent of re-replication for sequences marked by either H3K9me3 or H3K27me3 using data generated by the modENCODE consortium [27]. These genomic datasets describe the genome-wide location of lysine trimethylation on histone H3 using nearly identical growth conditions (including serum) as our own experiments. We found that re-replication in the absence of geminin was specific for the constitutive heterochromatin marked by H3K9me3 (Figure S3).

Because the heterochromatic sequences and those near heterochromatin have a reduced sequence complexity, we wanted to ensure that the increase in DNA copy number was not an artifact of the array hybridization. As a control, we hybridized independent samples of control DNA versus itself. The relative copy number of the control DNA was constant across each of the chromosome arms (Figure 1C and Figure S2, gray). 

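On the control-control array the median log2 ratios of the 5 arms lay between -0.0026 and 0.0024 relative to all arms. The 1 Mb next to the proximal end exceeded the distal part of the same arm by 0.0006 on 2L, 0.016 on 2R, 0.0044 on 3R and 0.0083 on X. On 3L this design has no probes there. These differences depended on the processing. With the authors' deposited log ratios they were 0.066, 0.052, 0.022 and 0.019, against a mean rise of 0.75 on the geminin arrays. With normexp at an offset of 50 and no loess they were 0.10, 0.074, 0.052 and 0.036, against 0.82. Of the windows more than 5 Mb from the proximal ends, 99.9% lay between 0.9 and 1.1. On 2R the median relative copy number was 1.01 within 1 Mb of the proximal end, 1.01 from 1 to 2 Mb and 1.00 from 2 to 3 Mb. The array has no replicate of its own. It was hybridised on the first design, so it says nothing on the heterochromatic probes of the second.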

To account for any potential variation in the copy number estimates due to the asynchronous cell cycle distribution of the control cells, we also compared by CGH analysis DNA from geminin depleted cells to cells arrested in G2/M by colcemid treatment. This analysis revealed a copy number increase for heterochromatic sequences that was indistinguishable from our prior results (Figure S4). Finally, to further validate our copy number estimation from the genomic microarrays, we tested seven different loci throughout the euchromatin and heterochromatin of chromosome 3R by quantitative PCR (qPCR). The qPCR results confirmed the heterochromatin specific 2–2.5 fold increase in DNA content number we observed by the genomic tiling arrays (Figure S5).

Our genomic analysis indicated that there was increased copy number of sequences adjacent to the pericentromeric heterochromatin; however, our initial genomic tiling arrays lacked representative probes from this region of the genome. To further identify which regions of the genome were being re-replicated in the absence of geminin, we assessed the cytological location of active replication by immunofluorescence. Actively replicating sequences were labeled by the incorporation of 5-bromo-2-deoxyuridine (BrdU). BrdU was added to the medium for a 4 hour window at 18 hours post RNAi treatment, at which time re-replication is clearly detectable by FACS in geminin depleted cells (data not shown). The cells treated with pUC dsRNA exhibited multiple distinct patterns of BrdU incorporation, including: no BrdU incorporation, BrdU incorporation all over the nucleus, and BrdU incorporation localized to a small region at the nuclear periphery (Figure 2A). These distinct patterns of BrdU incorporation were classified as either ‘none’, ‘global’, or ‘local’, respectively (Figure 2B). These patterns likely represent cells in different stages of the cell cycle. For example, cells with no BrdU staining (none) were likely in G2-M-G1 of the cell cycle, cells with limited BrdU in a confined region at the nuclear periphery (local) were in late S phase, and finally those cells with BrdU incorporation throughout the nucleus (global) represent cells in early to mid S phase [28]. In contrast, almost 90% of BrdU staining geminin depleted cells exhibited the ‘local’ BrdU incorporation pattern in a small region of the nucleus (Figure 2A and 2B). These results were consistent with re-replication being confined to a specific region of the genome.

**Figure 2:**
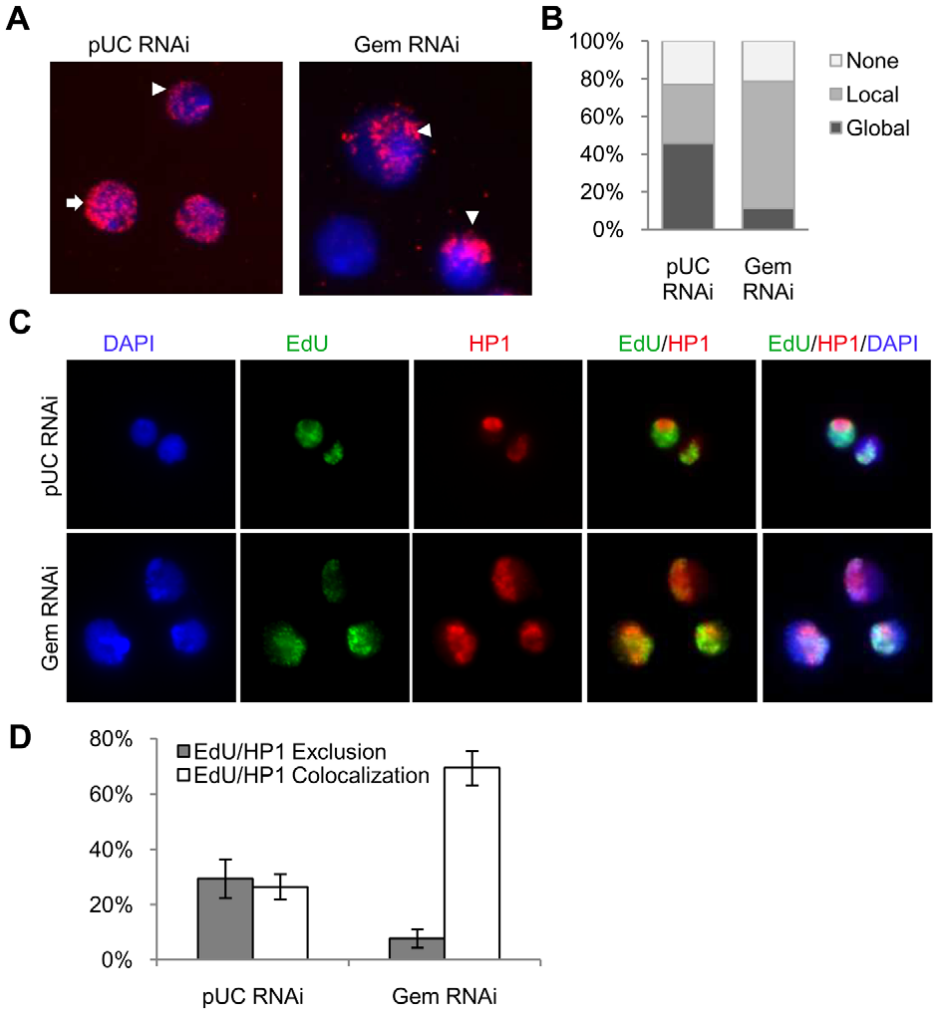
Re-replication is specific to pericentromeric heterochromatin. (A) Fluorescence microscopy of cells after a 4 hour BrdU pulse at 18 hours post RNAi treatment with control (pUC) or geminin dsRNA. BrdU labeled sequences were detected with a rat anti-BrdU antibody (red) and DNA was counterstained with DAPI (blue). BrdU staining patterns were classified as ‘global’ (arrow), ‘local’ (arrowhead) or ‘none’. (B) Distribution of the different BrdU incorporation patterns. At least 200 cells were counted from three independent experiments. The distribution of BrdU incorporation patterns was significantly different between control cells and geminin depleted cells (p<1×10^−16^). (C) Immunofluorescence of control and geminin depleted cells following a 30 min pulse of EdU at 24 hours post RNAi. EdU and HP1 were detected with Alexa Fluor 488-azide (green) and rabbit anti-HP1 antibody (red), respectively, and DNA was counterstained with DAPI (blue). (D) Quantification of EdU and HP1 localization patterns in control and geminin depleted cells with error bars indicating standard error. At least 200 cells were counted in three independent experiments. The distribution of EdU/HP1 localization patterns was significantly different between control cells and geminin depleted cells (p<1×10^−16^).

The ‘local’ pattern of BrdU incorporation in the nucleus, the detection of increased copy number near the pericentromeric heterochromatin and the increased copy number for sequences marked by H3K9me3 in geminin depleted cells suggested that the pericentromeric heterochromatin was being preferentially re-replicated in the absence of geminin. In *Drosophila*, the pericentromeric heterochromatin is enriched for HP1, a heterochromatic protein that interacts with H3K9me3 [26]. To confirm that re-replication was localized to the heterochromatin, we used immunofluorescence to simultaneously detect newly synthesized DNA and HP1 (Figure 2C). Control and geminin depleted cells were pulse labeled with 5-ethynyl-2-deoxyuridine (EdU), for 30 minutes at either 24 or 48 hours post RNAi. EdU was used for these experiments because unlike BrdU, the denaturation of DNA was not required for detection. In control cells we observe that EdU is either specifically co-localized with HP1 (actively replicating heterochromatin) or that it is excluded from the HP1 staining regions of the genome (actively replicating euchromatin) (Figure 2C and 2D). In contrast, geminin depleted cells undergoing re-replication almost exclusively exhibit co-localization of EdU and HP1, consistent with the preferential re-replication of the heterochromatin. Together with the array data, these results show that the majority of DNA synthesis occurring in geminin depleted cells is restricted to heterochromatic regions of the *Drosophila* genome.

### Re-replication is not coupled with late replication

Origins of replication are activated in S phase with a characteristic timing and efficiency. Chromatin structure is thought to play a role in establishing the temporal order of origin activation [29]. For example, active transcription and histone acetylation have been positively correlated with early replication in a variety of model organisms [30]–[34]. Similarly, poorly transcribed regions of the genome, often marked by repressive chromatin modifications, are typically the last sequences to be duplicated in S phase [31], [35]. Our genomic and cytological results are paradoxical because they suggest that in the absence of geminin, the initiation of DNA replication is most efficient in the pericentromeric heterochromatin marked by H3K9 methylation and HP1. These findings imply that either late replicating sequences are more prone to re-replication or that the observed re-replication is a function of chromatin environment.

To determine if susceptibility to re-replication was a function of late replicating sequences or a heterochromatic chromatin enviroment, we examined the extent of re-replication and the relative time of replication evident in heterochromatic sequences using a custom array design [36] that, in addition to the euchromatic sequences, contained all of the unique *Drosophila* heterochromatic sequences [37]. DNA was isolated from control and geminin depleted cells and hybridized to the new genomic arrays. 

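The second design, used for geminin replicate 2, has 241469 probes with a median spacing of 470 bp on 2L: 234552 on the 5 arms, 2190 on chromosome 4, 3326 on the heterochromatic scaffolds 2LHet, 2RHet, 3LHet, 3RHet and XHet, 158 on YHet and 1243 on the unordered scaffold U. The scanner file gives positions on the same assembly as the deposited log ratios, whereas 112601 probes of the first design have another position in its scanner file and were placed by the deposited one. The designs share 21527 probe positions, 21485 of them on 2L and 3R. After 22 outlier spots were left out, 241447 probes were used, and the median signal over local background was 38.3 in Cy5 and 22.5 in Cy3; 373 probes were not well above background in both channels. Spot intensities were treated as for the first design. Only this array carries heterochromatic probes among those analysed here, so values for the heterochromatin have no replicate, and no control-control array of this design was analysed.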

Statistical analysis of the relative probe levels between control and geminin depleted cells revealed a clear increase in copy number for those probes located in the annotated heterochromatin (Figure 3A; p<1×10^−16^). 

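The median log2 ratio of the 3326 probes on the 5 heterochromatic scaffolds was 0.69 above the median of the 234530 arm probes on geminin replicate 2, a relative copy number of 1.61, with an interquartile range of 0.52 to 0.83. By scaffold it was 0.77 on 3RHet (866 probes), 0.70 on 3LHet (1052), 0.64 on 2RHet (1169), 0.64 on 2LHet (78) and 0.46 on XHet (161). None of the random stretches of 3326 adjacent arm probes was as high, the highest lying at 0.40. Of stretches as long as a single scaffold, none reached 3RHet, 3LHet or 2RHet, but 99.59% lay at or below 2LHet and 98.0% at or below XHet, with the highest at 0.78 and 0.74. The stretches came from whole arms, the raised proximal regions included, so high stretches need not be distal. The highest distal window of 50 kb on this array lay at 0.25. YHet and U were kept apart, because Kc167 is a female line and U is unordered; U lay 0.56 above the arms, and YHet, whose probes were dim, 0.08. The methods' t-test between heterochromatic and arm probes gave a log10 p of -4106. It compares probes of 1 array and not independent samples. Normexp with an offset of 50 and no loess was the setting that moved the value most, to 1.15.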

Analysis of the data relative to chromosome position revelead a constant one and a half to two-fold increase in ploidy in the heterochromatin (red) relative to the euchromatin (black), with a shallow transition from heterochromatin to euchromatin, as shown for a representative region of the right arm of chromosome 2 (Figure 3B). 

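On geminin replicate 2, the 117 windows of 50 kb with at least 10 probes on the 5 heterochromatic scaffolds had relative copy numbers between 1.32 and 1.84, all above the median of the arms, with a mean log2 ratio of 0.67 and an SD of 0.10 among windows. The windows of the distal arms on the same array had the same SD to 2 decimals, so with the processed signals the heterochromatin was about as level as the arms. With the authors' deposited log ratios the heterochromatic windows ranged more widely, from 1.34 to 2.59, and the SD of the distal windows was 0.14. No SD of the heterochromatic windows is given on that scale, so whether they are as level as the arms there stays open. The 38 windows of 2RHet lay between 1.38 and 1.73. On 2R itself the median relative copy number fell from 1.45 in the first Mb from the proximal end to 1.26 in the second, 1.07 in the third and 0.946 in the fourth. For geminin replicate 1, which has no probes on 2RHet and starts at 383979 on 2R, the same steps were 1.40, 1.20, 1.05 and 0.962.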

Importantly, as our previous array data indicated, re-replication and the increase in DNA copy number was limited to the heterochromatin and adjacent sequences.

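Windows of 50 kb were tested against the centre of the arrays with limma (lmFit and eBayes, 2 residual degrees of freedom, Benjamini-Hochberg adjusted p under 0.05). The control-control array added to the estimate of the spread. It carries the same control DNA as the geminin arrays, so its contribution is not independent of theirs. This test covers the 2337 windows that all 3 arrays carry, which leaves out the heterochromatic scaffolds. All 57 windows within 1 Mb of the proximal ends and all 25 windows of chromosome 4 were past the threshold and higher, with median log2 ratios of 0.47 and 0.73. Of the 1879 windows more than 5 Mb away, 865 (46.0%) were past it, 310 higher and 555 lower, and 1026 had an unadjusted p under 0.05. Their median log2 ratio was -0.02. With the control-control array left out of the fit, 633 of them (33.7%) were past the threshold, 196 higher and 437 lower. The share past the threshold ranged with the settings from 25.0% with windows of 10 kb to 66.1% without geminin replicate 1; without geminin replicate 2 it was 50.7%, with 508 higher and 444 lower. Of the 376 windows between 1 and 5 Mb, 182 were higher and 37 lower. The paper states, from both array designs, that re-replication was limited to the heterochromatin and the sequences next to it. The test counts departures from the centre of any size and in both directions. On the 2 geminin arrays the distal windows lay between 0.731 and 1.19 times the arms. A different share of cells in S phase could also move them, so the distal calls do not by themselves show re-replication.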

**Figure 3:**
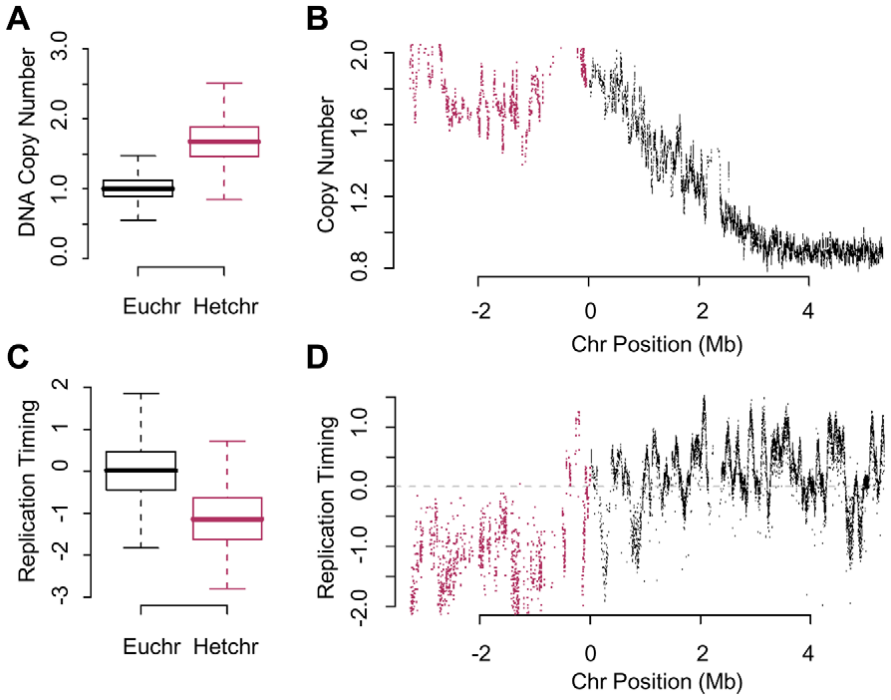
Re-replication is dependent on chromatin environment not time of replication. (A) Boxplot of the relative copy number between geminin depleted and control cells for array probes in the euchromatin or heterochromatin. The heterochromatin is at a signficantly higher copy number (p<1×10^−16^). (B) The relative copy number for array probes in the vicinity of pericentromeric heterochromatin on the right arm of chromosome 2 following geminin RNAi treatment for 48 hours (euchromatin, black; heterochromatin, red). (C) Boxplot of the relative time of replication for sequences in the euchromatin or heterochromatin from normal mitotic cells. The heterochromatin is signficantly later replicating than the euchromatin (p<1×10^−16^). (D) Replication timing values as a function of chromosomal position for unique sequence probes in the vicinity of the pericentric heterochromatin on the right arm of chromosome 2 (euchromatin, black; heterochromatin, red).

The normal mitotic replication timing of the heterochromatin was examined by differentially labeling early and late replicating sequences from synchronized cells [35], [36]. Analysis of global replication timing values from either euchromatic or heterochromatic sequences revealed that the heterochromatin replicated significantly later than the euchromatin (Figure 3C; p<1×10^−16^). We did not detect the presence of efficient clusters of mitotic replication origins in the heterochromatin which would be evident as a continuum of enriched probes culminating in a clear and defined peak, as shown for the right arm of chromosome 2 (Figure 3D). Importantly, late replication does not appear to be a determinant of re-replication as there are many late replicating regions in the euchromatin that do not appear to re-replicate as shown for a representative region of the genome (Figure 3B and 3D). These data argue that susceptibility to re-initiation of DNA replication is distinct from the mechanisms that regulate replication timing.

### Limited pre-RC assembly in the absence of geminin

Prior to initiation of DNA replication, the pre-RC must be assembled at origins of replication. Typically, low CDK levels and the absence of geminin allow for the global assembly of pre-RCs in G1 [2]. We hypothesized that re-replication in the absence of geminin may be limited to the heterochromatin by restricting either pre-RC assembly or activation to these sequences. For example, in the absence of geminin the re-assembly of the pre-RC may occur almost exclusively in the heterochromatin. Alternatively, there may be a global re-assembly of the pre-RC throughout the *Drosophila* genome, but initiation of DNA replication is strictly limited to the heterochromatin. To differentiate between these two models, we assessed the re-loading of MCMs onto the DNA by chromatin fractionation and immunofluorescence.

We first examined the global levels of chromatin-associated MCMs by chromatin fractionation. Chromatin was prepared from pUC dsRNA treated cells (pUC), cells arrested with hydroxyurea (HU), and cells treated with geminin dsRNA (Gem) for 24 hours. ORC remained associated with the chromatin fraction in all samples. In contrast, MCM association with chromatin was only observed in pUC RNAi cells and cells arrested at the G1/S border by treatment with HU. A marked reduction in MCM levels was observed on the chromatin prepared from geminin depleted cells while total MCM levels were not affected by geminin depletion (Figure 4A). Despite the reduction in chromatin-associated MCM levels in the geminin depleted cells, a significant number of cells (60%–85%) exhibited active DNA synthesis as measured by a 30 minute EdU pulse (Figure 4B). Thus, cells undergoing re-replication are able to synthesize DNA with a reduced complement of MCM proteins.

**Figure 4:**
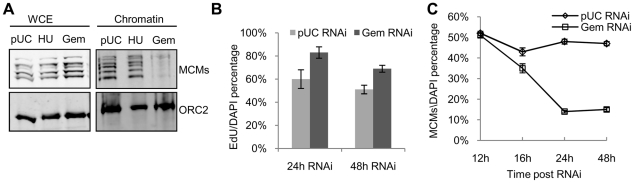
Limited pre-RC re-assembly occurs in the absence of geminin. (A) Chromatin from control RNAi (pUC), G1/S arrested (HU), and geminin depleted re-replicating cells (Gem) was fractionated biochemically and immunoblotted for MCMs and ORC2. Levels of ORC and MCMs are also shown for whole cell extracts (WCE). (B) Fraction of control or geminin depleted cells exhibiting active DNA synthesis (EdU incorporation), with error bars indicating standard error. DNA synthesis was determined by pulsing the cells for 30 minutes with EdU at the given time points. At least 200 cells were counted in three independent experiments. (C) Time course of the fraction of control (open diamond) or geminin depleted (open square) cells exhibiting nuclear MCM localization following RNAi treatment for the indicated duration, with error bars indicating standard error. At least 200 cells were counted in three independent experiments.

To gain further insights into the mechanism of MCM reloading, we examined MCM loading and DNA synthesis at the single cell level. The association of MCMs with chromatin was assessed by immunofluorescence of cells treated with a mild detergent and salt prior to fixation. The mild salt extraction ensures that only the loaded and active MCMs remain bound to the chromatin [38], [39]. We found that the fraction of MCM positive staining cells gradually decreased during geminin RNAi treatment. At 24 hours following geminin depletion, less than 20% of the cells had detectable MCM staining (Figure 4C); however, more than 80% of the cells exhibited active DNA synthesis. Even after 48 hours of geminin depletion, nearly 70% of the cells exhibited DNA synthesis following a 30 minute EdU pulse (Figure 4B). We consistently observed that the number of geminin depleted cells that were actively synthesizing DNA was much higher than the number of cells exhibiting detectable staining for chromatin-associated MCMs. Together, these data suggest that in the absence of geminin, pre-RC assembly is inefficient and that minimal levels of MCM re-assembly are sufficient for un-regulated DNA replication.

### pre-RC re-assembly at heterochromatin

The low levels of MCMs which are sufficient for un-licensed re-initiation of DNA replication in the absence of geminin made it difficult to assess whether the re-assembly of the pre-RC was limited to the heterochromatin or occurred throughout the *Drosophila* genome. We hypothesized that during re-replication the re-assembly of the pre-RC might be labile with the MCMs exhibiting a short half life on the DNA. In order to extend the half-life of the MCMs on chromatin, we used aphidicolin to inhibit DNA polymerase and arrest any active replication forks. DNA synthesis was inhibited in both control and geminin depleted cells at 24 hours post RNAi treatment by the addition of aphidicolin (Figure 5A). The majority of control cells arrest with an early S-phase FACS profile upon exposure to aphidicolin. Similarily, aphidicolin inhibited additional re-replication in the absence of geminin and the cells arrest with a DNA content profile indistinguishable from that of cells depleted of geminin for 24 hours.

**Figure 5:**
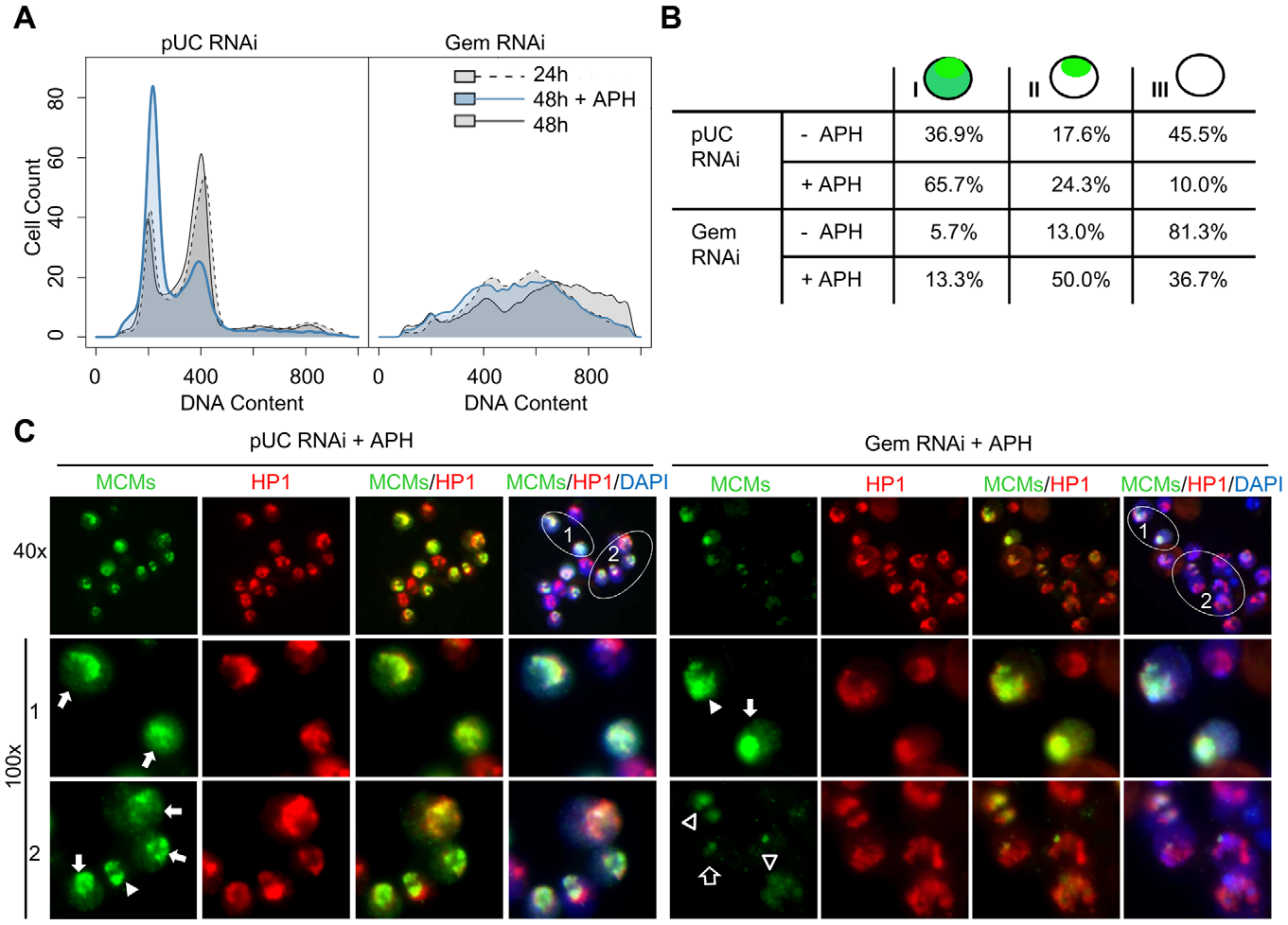
MCMs are preferentially loaded onto heterochromatin in the absence of geminin. (A) Flow cytometry analysis of DNA content for cells treated with nonspecific pUC or geminin RNAi for 24 hours (dotted outline; gray), 48 hours (solid outline; gray) or 48 hours with aphidicolin (APH) added at 24 hours (solid outline; blue). (B) Quantification of MCM localization patterns. MCM staining was classified into 3 types: type I - MCM localization throughout the nucleus, type II - MCM localization to a small portion of the nucleus (heterochromatin), and type III - no significant MCM localization observed. The numbers under each staining pattern represent the percentage of nuclei with that particular pattern. At least 200 cells were counted in three independent experiments. The distribution of MCM localization patterns in geminin depleted cells treated with aphidicolin was signficantly different from control cells treated with aphidcolin (p<1×10^−16^) and similarily, geminin depleted cells were significantly different from geminin depleted cells treated with aphidicolin (p<1×10^−16^). (C) Low and high magnification examples of type I (arrow) and II (arrow head) MCM staining patterns in control and geminin depleted cells treated with aphidicolin. The MCMs, HP1 and DAPI are shown in green, red and blue, respectively. The type II pattern of MCM localization in geminin depleted cells often exhibited heterogeneous staining with faint signal over the entire HP1 region (open arrowhead) or partial overlap with HP1 (open arrow).

In normally dividing cells, the chromatin association of MCM proteins changes thoughout the cell cycle [40]–[43]. During G1, the MCMs are loaded onto the chromatin to form the pre-RC and to license replication origins for entry into S phase. As DNA replication progresses through S phase, the MCMs are displaced from the DNA by the passage of the replication fork [40], [41]. Thus, during G1 and early to mid S phase the MCMs are localized throughout the entire nucleus, and by late S phase they only remain associated with late replicating sequences. We classified the untreated control cells into three categories based on their MCM localization patterns (Figure 5B). In 37% of the control cells, the MCMs localized throughout the nucleus with increased staining at the heterochromatic region marked by HP1(type I). We interpret these cells to be in G1 and early to mid S phase. In contrast, 18% of cells appeared to be in late S phase with MCM staining limited to heterochromatin (type II) while the remaining 46% of cells were devoid of nuclear MCM staining (type III) and likely in G2 or M phase. The distributions of cells in each phase of the cell cycle were consistent with the FACS profiles (Figure 5A). Treatment with aphidicolin altered the cell cycle distribution of control cells with the majority of cells accumulating at the G1/S transition and exhibiting the type I staining pattern (Figure 5B).

Treatment of geminin depleted cells with aphidicolin inhibited further re-replication and resulted in a clear increase in chromatin-associated MCM levels as evidenced by the increase in the number of cells with positive MCM staining (type I and II, from 19% to 63%). Unlike control cells where the majority of MCMs were localized throughout the nucleus upon exposure to aphidicolin (Figure 5C arrow), the predominant localization pattern in the geminin depleted cells was at the heterochromatin, co-incident with HP1 staining (Figure 5B and 5C). In contrast to the strong uniform heterochromatic staining we observe in control cells and a few untreated geminin depleted cells, aphidicolin treatment of geminin depleted cells often resulted in a weak and heterogeneous staining of the MCMs throughout the heterochromatin. For example, there was light staining localized with a subfraction of HP1 (Figure 5C, open arrow) as well as faint and diffuse staining which completely colocalized with HP1 (Figure 5C, open arrowhead). This weak and relatively heterogenous staining was only detected in geminin depleted cells treated with aphidicolin and may represent a random selection of heterochromatic origins of replication on a cell by cell basis.

### Cyclin A-CDK activity restricts pre-RC formation to the heterochromatin

Prior studies in human cells indicated that cyclin A-CDK activity stimulates re-replication in the presence of excess Cdt1 or Cdc6 [11]. Knockdown experiments in *Drosophila* cells showed cyclin A silencing suppressed the partial re-replication induced by geminin depletion [13]. We sought to investigate whether cyclin A-CDK activity plays a role in restricting pre-RC assembly to the *Drosophila* heterochromatin. As reported previously [13], we also observed that depletion of cyclin A by RNAi arrests cells at G2/M, and after a delay of approximately 24 hours, the cells initiate a complete endoreduplication of their genome (Figure 6A, compare panel 2 and 4). Importantly, in the absence of both geminin and cyclin A, there is only limited re-replication at 24 hours (panel 3) and, similiar to the cyclin A depleted cells, we observe a complete reduplication of the genome by 48 hours (panel 5). The suppression of partial re-replication by cyclin A depletion is not due to inefficient depletion of geminin in the cyclin A co-knockdown experiment (Figure 6D). Presumably, the decreased CDK activity associated with the cyclin A depletion allows for the genome-wide re-assembly of the pre-RC which would facilitate the complete reduplication of the genome. We examined the distribution of chromatin-associated MCMs in cells depleted for cyclin A, geminin, or cyclin A and geminin. In the absence of cyclin A, the majority of cells (∼80%) exhibited MCM loading on the chromatin 24 hours prior to the endoreduplication (Figure 6B and 6C). An equal number of cells with type I (throughout the nucleus) and type II (restricted to the heterochromatin) MCM localization patterns were observed. Similar results were obtained for cells depleted of both geminin and cyclin A (Figure 6B and 6C). This is in sharp contrast to the almost complete absence of chromatin associated MCMs observed in cells depleted only for geminin (Figure 5B and Figure 6C). Together, these results suggest that pre-RC re-assembly may not be specifically targeted to the heterochromatin, but rather the re-assembly of the pre-RC in euchromatin is inhibited by persistent cyclin A-CDK activity.

**Figure 6:**
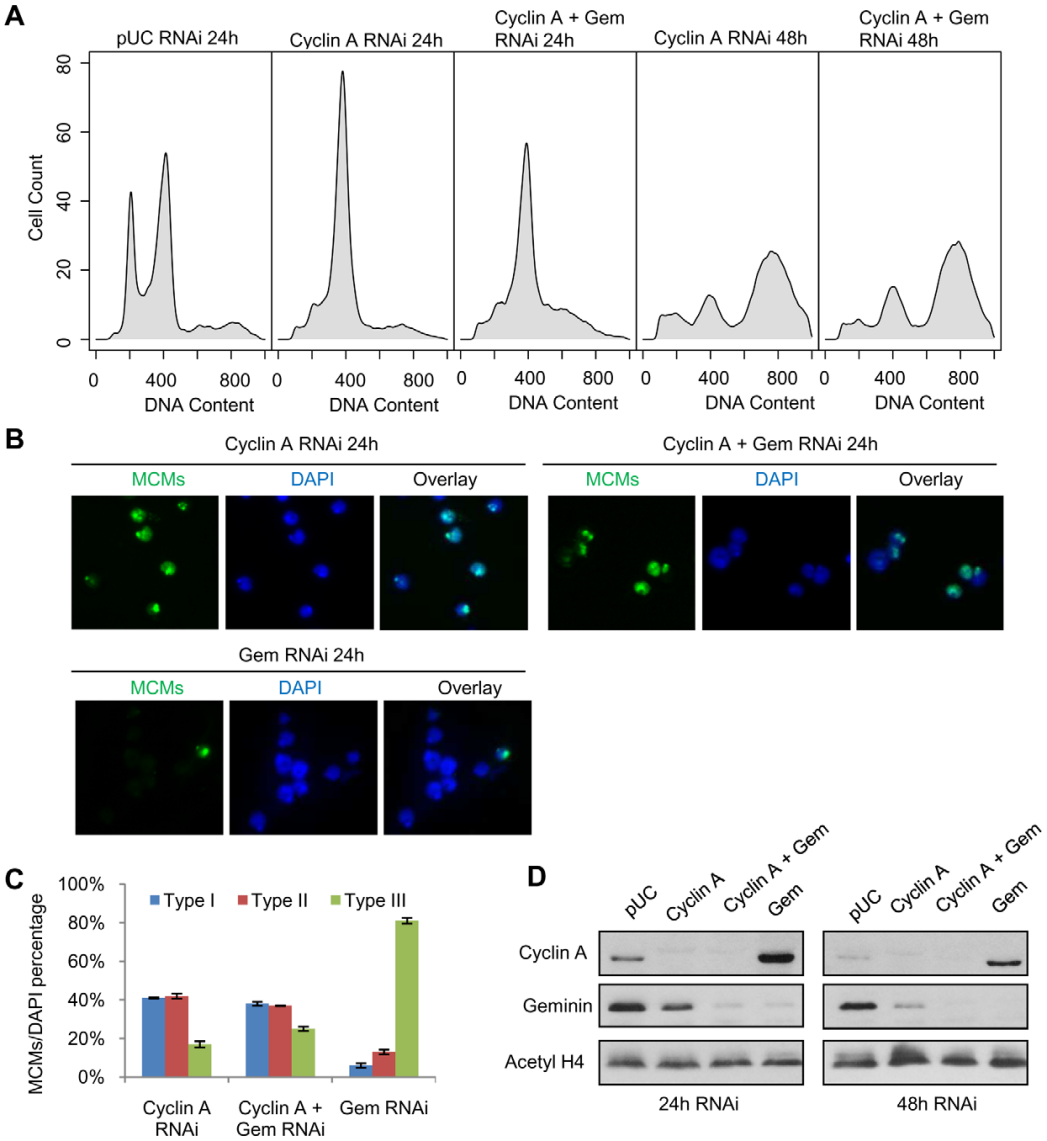
Cyclin A - CDK activity restricts pre-RC formation to the heterochromatin. (A) Histogram of DNA content for cells treated with pUC dsRNA, cyclin A dsRNA or cyclin A and geminin dsRNAs for 24 hours and 48 hours. (B) Immunostaining of chromatin-associated MCMs at 24 hours post cyclin A, cyclin A and geminin, or geminin RNAi treatment. (C) Quantification of the different MCM localization patterns as described in Figure 5, with error bars indicating standard error. At least 200 cells were counted from three independent experiments. The distribution of MCM localization patterns in geminin depleted cells was significantly different from cyclin A depleted cells (p<1×10^−16^) and cells simultaneously depleted of geminin and cyclin A (p<1×10^−16^). (D) Immunoblot analysis of cyclin A and geminin levels following the individual and co-RNAi depletion experiments.

## Discussion

Maintenance of constant genome ploidy is critical for eukaryotic organisms. If unchecked, disruption of the mechanisms that tightly couple DNA replication with the cell cycle may result in re-replication, aneuploidy and genomic instability. We have found that perturbation of Dup activity by geminin depletion results in the preferential re-replication of heterochromatic sequences in the *Drosophila* genome. Re-replication was limited to pericentromeric heterochromatic sequences which are marked by HP1 and H3K9 methylation. Euchromatin, including gene-poor late replicating sequences and polycomb repressed sequences, was resistant to re-replication. In the absence of geminin, a minimal complement of MCMs assembled on the chromatin was sufficent for re-replication. These findings suggest that the 2–3 fold increase in ploidy we observed was regulated by the specific re-assembly and activation of the heterochromatic pre-RCs.

The preferential re-replication of heterochromatic sequences in the absence of licensing controls was particularly striking given the established view that repressive chromatin environments are inhibitory to efficient origin activation [44]. Classic experiments have clearly demonstrated that the heterochromatin in *Drosophila* and other ogranisms is the last region of the genome to be duplicated during S phase [45]. The complex nature of the heterochromatic sequences has hampered detailed analysis of the replication program in this part of the genome and it remains possible that the heterochromatin may be populated by a very limited number of ultra-efficient origins of replication. These may be required to ensure that the heterochromatin is duplicated in a timely manner at the end of S phase and that in the absence of licensing controls these origins are preferentially activated. Our genomic data did not identify any robust origins of replication in the heterochromatin that were consistently used across the cell population. Similarly, we found that the bulk of heterochromatin was re-replicated to similar ploidy levels suggesting that origin re-activation in the absence of geminin is a stochastic process.

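On the array with heterochromatic probes, geminin replicate 2, window means from Agilent's processed signals differed by little within each scaffold, beside the difference from the arms. The log2 ratio of 50 kb windows relative to the arms was 0.76 with an SD of 0.07 among 35 windows on 3RHet, 0.67 with an SD of 0.08 among 38 windows on 3LHet, and 0.62 with an SD of 0.08 among 38 windows on 2RHet. The 3 windows of 2LHet ranged from 1.47 to 1.63 and the 3 of XHet from 1.36 to 1.47 in relative copy number. Chromosome 4, on the same array, was less even, with an SD of 0.19 among its 25 windows. With the authors' deposited log ratios the 117 windows of the 5 scaffolds ranged from 1.34 to 2.59 in relative copy number, against 1.32 to 1.84 with the processed signals. Whether the differences between scaffolds exceed the error between replicates was not tested, since 1 array carries them. From similar ploidy levels across the bulk of the heterochromatin, the paper proposes that origins are re-activated stochastically when geminin is absent.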

Analysis of total DNA ploidy by FACS revealed that the majority of cells exhibited a DNA content greater than 8N following geminin depletion, suggesting geminin depleted cells had increased their total DNA content by at least 2-fold over that of G2 cells. The heterochromatin constitutes a minimum of 30% of the *Drosophila* genome [46]. Assuming that re-replication is specific to the heterochromatin, a 4.5 fold increase in heterochromatic DNA content would be sufficient to account for the increase in DNA ploidy we observe. However, we consistently observed, by multiple methods, only a 2–2.5 fold increase in heterochromatic DNA content (Figure 1, Figure S2 and S4). 

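With Agilent's processed signals, 6.22% of the heterochromatic probes on geminin replicate 2 and 0.056% of its arm probes lay at or above 2 times the median of the arms, and 0 of the 117 heterochromatic windows did. On chromosome 4, 25.2% of the probes and 5 of the 25 windows reached 2-fold for replicate 2, against 7.98% of the probes and 0 windows for replicate 1, where 1.09% of the arm probes did. With the authors' deposited log ratios, which include normexp background correction and loess, 55.8% of the heterochromatic probes and 74 of the 117 windows reached 2-fold on replicate 2, and the median relative copy number of the heterochromatic probes was 2.08. On the same scale chromosome 4 stood at 1.75 for replicate 1 and 2.03 for replicate 2, with 32.4% of its probes and 6 windows at 2-fold or above for replicate 1 and 51.6% and 13 windows for replicate 2; 0.67% and 1.11% of the arm probes reached it. The size of the increase thus depended on the processing. Values from the colcemid experiment were not analysed here.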

We speculated that the highly repetitive non-unique heterochromatic sequences might be preferentially re-replicated to higher ploidy levels. We tested this hypothesis by examining the genomic abundance of the 1.688 satellite DNA which accounts for 4% of the *Drosophila* genome [47]. Again, we only observed a 2–2.5 fold increase in the bulk levels of the 1.688 satellite DNA (Figure S6). It is clear that the heterochromatin is preferentially re-replicated in the absence of geminin; however, we are unable to rule out the possibility that a limited amount of stochastic re-replication is also occurring in the euchromatin.

In higher eukaryotes, there are many more MCM complexes loaded onto the chromatin in G1 than are required to complete an unperturbed S phase [48]–[51]. Although these excess MCMs are not required for completion of a normal S phase, they are critical for protecting the cell from genomic instability during replication stress [52]. However, when we deplete geminin, we only observe a minimal complement of MCMs being re-loaded onto heterochromatic DNA. These results suggest that there is not a global re-assembly of the pre-RC throughout the genome as occurs in G1 and that limiting amounts of MCMs are sufficient for the greater than two-fold increase in ploidy we observe. The MCMs appear to be transiently associated with the heterochromatin as inhibition of DNA re-replication with aphidicolin results in an increase in detectable MCMs. We propose that in the absence of geminin, the MCMs are loaded onto heterochromatic sequences and that these pre-RCs are immediately activated for initiation of DNA replication.

In *Drosophila*, Dup activity is downregulated after origin firing through multiple mechanisms including Cul4-Ddb1 mediated proteolysis in S phase and inhibition by geminin during S, G2 and mitosis. Furthermore, we (Figure S1) and others [13], [23] have reported that Dup/Cdt1 is degraded in the absence of geminin. Thus, geminin is only one factor that negatively regulates Dup/Cdt1 and its depletion may be insufficient to induce genome-wide re-replication. Therefore, the deregulation of geminin and Dup/Cdt1 may have distinct effects on replication control. This may, in part, explain the differences in sequences and chromatin environment which are preferentially targeted for re-replication in human and *Drosophila* cell lines. In human cell lines, Cdt1 overexpression led to the preferential re-replication of early replicating sequences [11], while in *Drosophila* cell lines, geminin depletion leads to the preferential activation of heterochromatic origins of replication. Future experiments will test whether Dup levels are critical for maintaining ploidy and selecting which origins are activated.

The observation that the re-replication at pericentromeric heterochromatin was not coupled with late replication timing suggests that origin selection during re-replication and the temporal control of DNA replication in S phase are regulated by distinct mechanisms. These data suggest that a key determinant of which sequences will re-initiate DNA replication is the local chromatin environment. *Drosophila* pericentromeric heterochromatin is marked by H3K9 methylation which is maintained by *Su(var)*3-9 and HP1[53], [54]. ORC has been shown to interact with HP1 and localizes to heterochromatin by immunofluorescence in both interphase and mitotic nuclei [55], [56]. It is therefore possible that the increased density of ORC in the heterochromatin may stimulate the preferential re-assembly of the pre-RC at those sequences. However, recent studies using GFP tagged ORC and live imaging did not observe an increased density of ORC at the heterochromatic regions of the genome [57].

We found that cyclin A-CDK activity regulates the re-activitation of replication origins at two levels. First, cyclin A-CDK activity is required for the large increase in ploidy observed, consistent with the known role of CDK activity in activating the pre-RC for initiation [1]. Second, cyclin A-CDK activity appears to differentially inhibit pre-RC re-assembly in the euchromatin and heterochromatin. The simultaneous depletion of both cyclin A and geminin results in the global re-assembly of the pre-RC in both euchromatin and heterochromatin (Figure 6). In contrast, depletion of only geminin results in pre-RC re-assembly specific to the heterochromatin, suggesting that cyclin A-CDK activity specifically inhibits pre-RC assembly in the euchromatin. In humans, the N-terminal domain of ORC1 contains consensus CDK phosphorylation sites which can be phosphorylated *in vitro* by cyclin A-CDK activity and may regulate the SCF/Skp2 mediated turnover of ORC1 during S phase [58]. In *Drosophila*, the ORC1 N-terminus also contains potential CDK phosphorylation sites, an additional O-box for APC mediated destruction [59], and is essential for the binding of ORC1 with HP1 [56]. We propose that the interaction between ORC1 and HP1 may protect ORC1 from inhibitory cyclin A-CDK signals or destruction by the APC, thereby differentially sensitizing heterochromatic and euchromatic origins of replication to un-licensed pre-RC assembly.

## Materials and Methods

### Cell growth and drug treatment

*Drosophila* Kc167 cells were cultured at 25°C in Schneider's Insect Cell Medium (Invitrogen) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin/glutamine (Invitrogen). DNA synthesis was inhibited by treatment with 1 mM hydroxyurea (Sigma) or 7 µM aphidicolin (Sigma).

### RNA interference

All double-stranded RNAs were generated using gene-specific PCR products (∼700bp) flanked by T7 polymerase-binding sites as templates for *in vitro* transcription reactions with the T7 RiboMax express large-scale RNA production system (Promega). Primers are available upon request. For each RNAi experiment, cells were washed with and diluted in serum-free medium to a final concentration of 2×10^6^ cells/ml. 15µg dsRNA was added per 1×10^6^cells, gently mixed, and incubated for one hour. After the incubation, 2× medium was added resulting in a final concentration of 1×10^6^ cells/ml. The cells were incubated for 1–2 days before harvesting.

### Array hybridization and data analysis

DNA was isolated as described [60]. Isolated DNA was sheared and labeled with either fluorescent Cy5- or Cy3-conjugated dUTP (GE Healthcare Bio-Sci Corp.) using Sequenase (US Biochemicals) and a random nonamer oligo (IDT). The labeled DNA was purified using Microcon YM-30 filters (Millipore) and hybridized to custom Agilent tiling microarrays overnight at 65°C. The slides were then washed and scanned as per Agilent recommendations. The Agilent generated tif files from each genomic microarray were processed and analyzed in R [61], a free software environment for statistical computing and graphics. The LIMMA package [62] from the BioConductor project [63] was used to normalize the ratio of the Cy5 and Cy3 channels across each genomic tiling array by loess normalization. Quantile normalization was used to normalize between replicate slides. The relative copy number between control and geminin depleted cells was determined by the log ratio of Cy5 and Cy3. To assess the significance of the copy number enrichment for different genome features (chromosome, heterochromatin, euchromatin, etc) a Student's t-test was utilized and p-values are indicated in the figure legends. All genomic coordinates are based on the 5.0 assembly of the *Drosophila* genome. The analysis of the replication timing data is described in MacAlpine et al., 2010.

### Data submission and genomic data

All genomic data with accompanying metadata (protocols and analysis parameters) are publicly available at the NCBI GEO data repository. The accession numbers are: GSE17279 Kc167 replication timing, GSE20781 S2 H3K27me3, GSE20794 S2 H3K9me3, and GSE20932 Kc167 re-replication CGH data.

### Western blotting and chromatin fractionation

Antibodies used in western blotting include: rat anti-geminin antibody (a gift from Helena Richardson), anti-Dup guinea pig antibody (a gift from Terry L. Orr-Weaver), anti-acetylated H4 antibody (Upstate), and mouse anti-cyclin A antibody (Developmental Studies Hybridoma Bank). All antibodies were used at a 1∶3000 dilution.

Chromatin fractionation was carried out as described [64]. Samples were analyzed by PAGE and western blotting. Primary antibodies used include anti-Orc2 at 1∶3000 and anti-MCMs (AS1.1) at 1∶100. Secondary antibodies used include Alexa Fluor 680 goat anti-rabbit IgG (Invitrogen), IRDye 800 conjugated anti-mouse IgG (Rockland Immunochemicals), both at a 1∶10000 dilution. Immunoblots were scanned using a LICOR imaging system.

### Immunofluorescence

For the BrdU incorporation experiments, cells were fixed with methanol: acetic acid 3∶1(v/v) after a 4-hour incubation with 5µg/ml BrdU (Roche). A rat anti-BrdU antibody (Abcam Inc.) was used at 1∶200 and Alexa Fluor 594 goat anti-rat secondary antibody (Invitrogen) was used at 1∶500. For the double labeling of EdU and HP1, cells were incubated in medium with 10 µM EdU for 30 minutes, treated with 0.5% Triton X-100 in PBS for one minute, fixed with 4% paraformaldehyde in PBS, then run through the EdU Click-iT reaction cocktail (Invitrogen). Cells were then stained with rabbit anti-HP1 antibody (#191, 1∶1000, a gift from Sarah Elgin) and Alexa Fluor 568 goat anti-rabbit secondary antibody (1∶500, Invitrogen). For double labeling of MCMs and HP1, cells were treated with Triton/PBS and fixed as for EdU and HP1 staining, stained with monoclonal MCM antibody (AS1.1, 1∶100) and anti-HP1 antibody (#191, 1∶1000), followed by secondary detection with Alexa Fluor 488 goat anti-mouse and Alexa Fluor 568 goat anti-rabbit antibodies (1∶500). Chi-square tests were performed for quantifications of immunofluorescence localization patterns and the p-values are shown in the corresponding figure legends.

### Quantitative PCR

The relative copy number for seven loci spanning both euchromatin and heterochromatin on chromosome 3R was examined. Specifically, three loci were located in the pericentric heterochromatin, two in the euchromatin adjacent to pericentric heterochromatin, and the remaining two in the euchromatin distant from pericentric heterochromatin. DNA isolated from control pUC dsRNA treated cells was used to generate the qPCR standard curve. Primers are available upon request. Quantitative PCR was performed using iQ SYBR Green Supermix (Bio-Rad) on Bio-Rad iQ5 Real-Time PCR Detection System.

## Supporting Information

Figure S1 Geminin depletion by RNAi results in loss of both geminin and Dup protein levels. Cells were treated with dsRNA targeting a non-specific control (pUC) or geminin for 24 or 48 hours. The abundance of geminin and Dup was assessed by immunoblotting. Acetylated H4 was used as a loading control.
(0.80 MB TIF) Click here for additional data file.

Figure S2 Heterochromatin is preferentially re-replicated during geminin depletion. The copy number of all unique sequences in the *Drosophila* genome was determined by comparative genomic hybridization (CGH) using genomic tiling microarrays. Relative DNA copy number following 48 hours of treatment with geminin (black) or non-specific control dsRNA (gray) for each of the *Drosophila* chromosomes. Transposon density (fraction of sequence covered by transposable elements) is shown in red.
(0.76 MB TIF) Click here for additional data file.

Figure S3 Sequences marked by H3K9me3 but not H3K27me3 are re-replicated. Boxplots of the relative copy number for sequences marked by H3K9me3 or H3K27me3 following geminin depletion by RNAi. The genome-wide mapping of H3K9me3 and H3K27me3 was performed in *Drosophila* S2 cells by the modENCODE consortium (see reference 27). Broad peaks of enrichment for H3K9me3 and H3K27me3 were defined (see GEO submission GSE20781 and GSE20794 for details) and the relative copy number for each mark in control and geminin depleted cells was analyzed by boxplots. The increase in copy number for sequences marked by H3K9me3 in geminin depleted cells was significant (p<2×10^−16^). Although there are a few specific differences in chromatin marks between the different *Drosophila* cell lines, the bulk genome-wide distributions are very similar across *Drosophila* cell lines, thus justifying the comparison of re-replication in Kc167 cells to chromatin marks in S2 cells. We also observe similar heterochromatin specific re-replication patterns in *Drosophila* S2 cells depleted for geminin (data not shown).
(2.21 MB TIF) Click here for additional data file.

Figure S4 Heterochromatin is preferentially re-replicated during geminin depletion compared to cells arrested with G2 DNA content. (A) FACs analysis of cells treated with colcemid (0.5µg/ml) in the presence (middle) or absence (left) of geminin dsRNA for 48 hours. The overlay is depicted in the right panel. (B) The relative copy number for array probes following 48 hours of geminin depletion (black) as a function of chromosomal position for the left arm of *Drosophila* chromosome 2. The relative copy number comparing two independent populations of colcemid treated control cells is shown in gray.
(3.68 MB TIF) Click here for additional data file.

Figure S5 Validation of copy number at seven loci following a 48h RNAi depletion of geminin. Seven loci were tested by qPCR using primer pairs designed to unique sequences in the heterochromatin and euchromatin of the right arm of chromosome 3. The copy number at each site was normalized to the copy number of site 7 which is a unique euchromatic sequence that is distant from heterochromatin. There is a 1.5–2.5 fold increase of DNA content for loci both in and proximal to the pericentric heterochromatin.
(0.06 MB TIF) Click here for additional data file.

Figure S6 Copy number analysis of the 1.688 satellite DNA during geminin depletion induced re-replication. Genomic DNA was isolated from cells treated with non-specific (pUC) or geminin dsRNA for 48 hours. The bulk level of the 359bp 1.688 satellite DNA repeat, which comprises 4% of the Drosophila genome, was analyzed by digestion with the restriction enzyme SacI which linearizes the 359bp repeat unit. The first four lanes are DNA digested with the SacI enzyme from independent control and geminin RNAi experiments. The lower band is the linearized 359bp repeat of the 1.688 satellite DNA. The right four lanes are genomic DNA without digestion and serve as a loading control. Quantification of the intensity of the 359bp repeat band was performed with Image J. The first four lanes were normalized to the 359bp band of control cells treated with non-specific pUC dsRNA (pUC1), and the last four lanes were normalized to the genomic DNA of cells treated with pUC dsRNA (pUC1). The copy number of the 1.688 satellite DNA repeat was calculated as the result of the 1.688 band intensity relative to the band intensity of corresponding genomic DNA.
(2.61 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

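The data were 3 custom Agilent tiling arrays that compared genomic DNA of Kc167 cells treated for 48 hours with dsRNA: geminin against control for replicates 1 and 2, and the control DNA of replicate 1 against that of replicate 2. Conditions, replicates and dyes were taken from the sample labels and the figure legends; the labels of the control-control array give a range of days, and the 48 hours of the Figure S2 legend were used. Geminin DNA was in Cy5 and control DNA in Cy3 on both geminin arrays. The arrays for colcemid treated cells, replication timing and other experiments were not analysed here.

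For each array the authors deposited the scanner's output, with intensity values for each spot: the mean signal, the median of the local background, and Agilent's processed signals (Feature Extraction 9.5.1.1; background-subtracted, with spatial and multiplicative detrending, and scaled by 1 factor per dye). That the dye scaling was linear was checked on the files: apart from the most extreme spots, the factor varied by 1.22e-05 of its size or less in both dyes of all 3 arrays. The deposited scanner files also hold a log10 ratio of Cy5 over Cy3, which was not used. A further file by the authors gives 1 log2 ratio per probe with its position. These deposited log2 ratios were obtained again from the spot intensities with limma's normexp background correction (no offset) and loess within each array, to within 3.4e-13. The methods also name quantile normalization between replicate slides, and it is not in the deposited values. Positions are those of the deposited log2 ratios, on Release 5 of the genome as the methods state. The scanner files of the first design place 112601 of the 179130 probes elsewhere, so their positions were not used, and the 2 probes that have no Release 5 position were left out. Probes were joined to their deposited positions by their log2 ratios, and chromosome names were identical for every probe.

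The main values are log2 of Cy5 over Cy3 processed signals, each array centred on the median of its probes, without loess or quantile normalization. Control spots and spots the scanner marked as outliers were left out and saturated spots were kept, leaving 178712, 241447 and 178947 probes for geminin replicates 1 and 2 and the control-control array. Regions were compared by medians: chromosome 4, and the scaffolds 2LHet, 2RHet, 3LHet, 3RHet and XHet, against all probes on 2L, 2R, 3L, 3R and X; and the 1 Mb next to the proximal end of an arm sequence against probes of that arm more than 5 Mb from it. The end is the outermost probe of either design on 2L, 3L and X, and position 1 on 2R and 3R. Because the first design has no probes in the last 1 Mb of 3L, the mean rise is over 4 arms. The stretches of arm probes set beside a region were 10000 random draws of as many adjacent probes from whole arms, the raised proximal regions included. The distance to the halfway level used a running median of 5 windows. Windows are 50 kb with at least 10 probes on an array. Window means were tested with limma's lmFit and eBayes in 1 fit of all 3 arrays, with an effect for the geminin arrays and an expected 0 for the control-control array, and Benjamini-Hochberg adjustment over 2337 windows at 0.05. Correlations across distal windows were compared with all 1878 circular shifts of the windows, fewer than the 10000 planned, in a test of both sides. The Student's t-test across probes that the methods name was repeated as an alternative, and probes of 1 array are not replicates. The medians of regions were not tested between arrays, because 2 against 1 cannot give an exact permutation p below 0.333. The limma fit tests the mean of the geminin arrays in each window against 0. The control-control array enters only the estimate of the spread, so the fit does not compare the geminin arrays with it directly. The windows named in the text are, by a rule set before the data were examined, the 10 distal windows with the largest mean absolute log2 ratio among those past the threshold and changed the same way on both geminin arrays. The loci of geminin and cyclin A, also in that rule, were not analysed here, since the gene table at hand is on another assembly and coordinates were not converted.

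The procedures were tested on simulated data. With a log2 difference of 0.60 put on chromosome 4 of 178712 probes, 0.59 was recovered from data without a GC trend. From data with a GC trend, 0.59 was recovered after its removal, and no value was taken with the trend left in. A halfway distance of 1.5 Mb on the first design was recovered as 1.68 Mb, that design's first probe on 2R lying at 383979. For the limma fit of windows, 100% of 200 windows shifted by 0.30 among 2337 were recovered, and 3.85% of the calls were false. The simulated noise had an SD of 0.0238, near the 0.0231 of distal windows on the control-control array. On the geminin arrays the distal windows had SDs of 0.081 and 0.1004, so the planted shift was larger than most of their departures. The simulation thus gives neither the power nor the share of false calls for the 865 distal windows past the threshold.

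The median signal over local background, the measure of depth here, was 26.2, 38.3 and 23.6 in Cy5 and 13.7, 22.5 and 14.9 in Cy3 for geminin replicates 1 and 2 and the control-control array. The number of arrays limits the precision. Alternatives were limma's normexp with an offset of 50, with and without loess, the authors' deposited log ratios, only probes well above background, removal of a lowess trend on probe GC content (fraction 0.3, fitted on arm probes), means for medians, only positions that both designs carry, each geminin array left out, subtraction of the control-control values, windows of 10 and 100 kb, centring on the arms, the control-control array left out of the fit, and 0.5 or 2 Mb for the proximal region. Normexp without an offset and without loess, loess on the processed signals, and a proximal end common to both designs were added after the data had been seen. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.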

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

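Of the tests in this part, those of GC content and of the control-control array for the telomere-proximal ends were chosen only after the result was seen.

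The unordered scaffold U, which the paper does not report on, lay above the arms on geminin replicate 2: the median log2 ratio of its 1243 probes was 0.56 higher, a relative copy number of 1.47, with an interquartile range of 0.14 to 0.79. Of random stretches of as many arm probes, 99.9% lay at or below it. Removal of the GC trend left 0.55, and the 91.3% of its probes well above background gave 0.59, so neither GC content nor dim spots account for it. No control-control array carries these probes and no other geminin array does, so a preference of the probes for a dye stays open, and the difference has no replicate. Unplaced heterochromatic sequence in U is a candidate explanation that was not tested, because the data at hand do not say from where each piece comes.

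The ends of the arms nearest the telomeres, which the paper does not discuss, lay below the rest of the distal arms on both geminin arrays. The median log2 ratio of the outermost 1 Mb was lower by a mean over the 5 arms of -0.13 for replicate 1 and -0.17 for replicate 2 (mean -0.15, SD 0.026, n = 2 arrays), and differed by -0.0067 on the control-control array. The difference was lowest on X (-0.18 and -0.23) and 3L (-0.17 and -0.21), followed by 3R (-0.15 and -0.19) and 2L (-0.11 and -0.15), and smallest on 2R (-0.04 and -0.07). The 10 windows that changed most among those more than 5 Mb from the proximal ends, by the rule set beforehand, were all lower: 6 on X between 100001 and 1550000 and 4 on 3R between 27650001 and 27900000 (Release 5), at 0.797 to 0.823 of the centre of the arrays, with limma's largest adjusted p at 0.0042. In one of these, X from 1500001 to 1550000, the mean rests mostly on replicate 2 (-0.46, against -0.11 on replicate 1). Removal of the GC trend left a mean of -0.15, the probes well above background gave -0.15, and the control-control value of -0.0067 argues against a bias of probes or dyes that does not need geminin depletion. A lower copy number of these ends in geminin depleted cells, relative to the rest of the genome, remains as a hypothesis. The control cells were asynchronous, so a different share of cells in S phase may lower some regions without re-replication elsewhere; no replication timing was analysed here, and that explanation stays open.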

How the results depend on the processing

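Normexp without offset or loess, loess on the processed signals and the ends common to both designs were chosen only after the result was seen; all other alternatives, and the main setting, were fixed before the data were examined, except that the mean proximal rise, planned over 5 arms, became a mean over 4 once the first design was found to lack probes in the last 1 Mb of 3L. Of the values of the 9 main results under the alternatives that were run, 96 counted as unchanged and 34 as moved. For the regional differences, the halfway distance and the window SD, unchanged meant within the spread between arrays. The correlation counted as unchanged while its p stayed under 0.05. Each share of windows past the threshold did so within 1.5 times its main value. These wider rules left all 12 values of the correlation, 15 of 17 of the distal share and all 17 of each other share unchanged. The 4 results that can take either sign (chromosome 4, the heterochromatin, the proximal rise and the correlation of distal windows) kept theirs, and every proximal and chromosome 4 window tested was past limma's threshold under each.

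The choice with the widest effect was the background correction. Normexp with an offset of 50 and loess gave 0.85 for chromosome 4, 1.01 for the heterochromatin, 0.71 for the proximal 1 Mb, 0.11 for the SD of distal windows and 1.53 Mb for the halfway distance. The same without loess gave 0.93, 1.15, 0.82, 0.13 and 1.53 Mb, the authors' deposited log ratios 0.91, 1.06, 0.75, 0.12 and 1.53 Mb, and normexp without an offset or loess 0.98, 1.14, 0.82, 0.13 and 1.53 Mb. Loess on the processed signals moved, of the main results, only the halfway distance, to 1.55 Mb. It left chromosome 4 at 0.71 and raised the heterochromatin to 0.79, the proximal 1 Mb to 0.56 and, outside the spread, 3RHet from 0.77 to 0.94 and the proximal 1 Mb of 3R to 0.60. After normexp, with or without the offset, loess lowered chromosome 4, the heterochromatin and the proximal 1 Mb, so its effect depended on what it was applied to and the rise under normexp does not need it.

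Positions that both designs carry gave 1.09 for chromosome 4, by construction from the high end of its gradient, 1.00 Mb for the halfway distance from the 1 arm left, and 27.4% of 753 distal windows past the threshold (76 higher, 130 lower). Windows of 10 kb gave 25.0% of 9001 distal windows (713 higher, 1540 lower) and a window SD of 0.11, as fewer probes enter each mean. With the proximal region set to 0.5 Mb the rise was 0.57 over 3 arms, since geminin replicate 1 then has no value on 2L. With 2 Mb it was 0.35 over 4 arms. With ends common to both designs the rise was 0.42 over 5 arms and the halfway distance 1.21 Mb. These regions lie nearer to or farther from the end by construction. At 0.5 Mb the loss of 2L, the lowest of the 4 arms in the main setting (0.44), also enters the shift. The halfway distance was 1.54 Mb with probes well above background, 1.53 Mb after removal of the GC trend, 1.55 Mb with medians for means and 1.53 Mb after subtraction of the control-control values; its SD between arrays is 0.009 Mb, below the 50 kb of a window, and the cause of these shifts was not tested.

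With 1 geminin array left out, chromosome 4 ranged from 0.63 to 0.80, the proximal rise from 0.46 to 0.55 and the share of distal windows from 50.7% to 66.1%. The direction of the distal calls depended on the array: 53.4% of those past the threshold were higher without geminin replicate 2 and 25.8% without replicate 1, against 35.8% with both. The lone array is then assumed to vary like the control-control array. With the control-control array left out of the fit, 33.7% were past it. For the heterochromatin, carried by 1 array, the spread between the arrays on chromosome 4 was used to judge shifts. On YHet, 0.08 in the main setting, normexp without loess gave -0.68 with the offset and -0.58 without, and loess on the processed signals -0.018.

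For single arms and scaffolds, 113 of the values under the alternatives stayed within the spread and 77 did not. After subtraction of the control-control values, the shared control gives a mean r of 0.05 (SD 0.21) between randomly shifted geminin arrays, against 0.88 for the windows in their true order. Subtraction and shared positions could not be run for the heterochromatin, whose probes only 1 array carries, and the geminin locus relative to its neighbours was not analysed here, for want of its position on the assembly used. No paired analysis was possible because each geminin array already compares samples of the same replicate number and the control-control group has 1 array. Signal over local background, lowest in Cy3 of geminin replicate 1 at 13.7, and the 2 geminin arrays limit what can be resolved: YHet probes, with a median Cy3 processed signal of 44.8, are the only region whose sign changed under any setting.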

Differences from the paper's values

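The paper's discussion gives the increase in heterochromatic DNA content as 2 to 2.5 fold, and its results give 1.5 to 2 fold for the heterochromatin relative to the euchromatin on the array. On geminin replicate 2, the relative copy number of the heterochromatic scaffolds over the arms was 1.61 from Agilent's processed signals, which falls within the range of the results section. It differs from the discussion's upper value of 2.5 and lies below its lower value of 2 by less than 1.5 times. Among the alternatives set before the data were examined, the value was within 1.5 times of the paper's 2.5 with the authors' deposited log ratios (2.08), with normexp at an offset of 50 and loess (2.01), and with the same normexp without loess (2.22), and all 3 fall between the discussion's 2 values and above the range of the results section. Loess is the normalization the paper's methods name. The value did not come within that range with only probes well above background (1.61), after removal of the GC trend (1.60), with the mean (1.59), with chromosome 4 added to the arms (1.61), with YHet (1.60) or U (1.59) added to the heterochromatin, or on the means of the methods' t-test (1.59). Normexp without offset or loess and loess on the processed signals, both chosen after seeing the values, gave log2 differences of 1.14 and 0.79, which also lie within 1.5 times the paper's 2.5. By qPCR on 3R and for a satellite DNA the paper reports 2 to 2.5 fold too, and neither was analysed here.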

Other observations

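Of the tests in this part, those of the control-control array for chromosome 4, its gradient, arms 2L and 2R and the distal waves, of GC content for the gradient, and of dim probes on XHet were chosen only after the result was seen.

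The elevated level of chromosome 4 was weighed against technical explanations. Its mean log2 ratio of 0.72 was 0.71 after removal of a GC trend and 0.72 among probes well above background, and the control-control array, which has the same probes as geminin replicate 1, gave 0.030. These values argue against GC content, dim spots and a bias of the probes or dyes as its source. The methods' t-test nonetheless gave a log10 p of -14.3 for the 0.030 of the control-control array, so with 1666 probes that test passes any usual threshold for differences that are small beside the effect. The heterochromatic scaffolds, at 0.69, stood at 0.68 without the GC trend and at 0.69 among probes well above background. Whether the heterochromatic probes have a bias of their own cannot be told apart from re-replication in these data, because the control-control array carries 0 of them.

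Copy number fell along chromosome 4. The first 5 windows of 50 kb exceeded the last 5 by 0.48 for geminin replicate 1 and 0.51 for replicate 2 (mean 0.50), and the Spearman rho of the windows with position was -0.99 and -0.98; the control-control array differed by -0.02. Without the GC trend the mean was 0.50 and among probes well above background 0.48, so neither accounts for it. A gradient like that next to the heterochromatin of the other arms may be present, with its high side at the low-coordinate end, but the data at hand do not give the orientation of the chromosome to its centromere, and that hypothesis was found and tested on the same arrays.

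The geminin arrays differed in the size of chromosome 4's increase, 0.63 against 0.80. The arrays used different designs, but on 23 probes of identical sequence, which lie at the high end of the gradient, the gap was 0.26 (SE 0.04 across probes, which are not replicates). A gap there thus does not need different probes. Those probes lie only between 61101 and 114741, so a part played by the choice of probes elsewhere on the chromosome stays open. Whether the cultures re-replicated to a different extent or the slides differ in their range of ratios was not tested, since each geminin culture was hybridised once.

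The distal arms had waves shared by both geminin arrays. Their r of 0.88 was 0.87 after removal of the GC trend, and the windows of the control-control array, on the same probes as replicate 1, had an SD of 0.023 against 0.081. These values argue against GC content, and against a bias of probes or dyes present without geminin depletion, as the whole of the waves. The r of 0.046 between those 2 arrays was not used for this, because the control DNA they share enters with opposite signs. Arm 2L lay above 2R on both geminin arrays, by 0.14 and 0.17 in the parts more than 5 Mb from the proximal ends (mean 0.15) and by 0.12 and 0.16 over the whole arms. The distal difference of 0.15 is not smaller than that of the whole arms, so the rise next to the centromere is not its source; it was 0.15 without the GC trend. On the control-control array the difference was -0.0007 in the distal parts and -0.0012 over the whole arms. Such waves are consistent with regional differences in copy number of geminin depleted cells. They could also follow from a different share of cells in S phase in the 2 cultures, since the control cells were asynchronous, and no test of that was possible with these arrays.

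The deposited log ratios were larger than those from Agilent's processed signals, 0.91 against 0.72 for chromosome 4. Normexp alone, with no loess, gave 0.98, and loess on the processed signals gave 0.71, so on chromosome 4 the difference goes with the background that normexp takes off and not with loess. For the heterochromatic scaffolds, 1.06 with the deposited log ratios against 0.69, loess on the processed signals gave 0.79 and normexp alone 1.14, so loess raised the value of the processed signals, while normexp without loess already exceeded the deposited value. On geminin replicate 2 normexp removed a median of 1600 of a median Cy5 mean signal of 2875, where the local background was 75. On arrays where nearly every probe carries signal, such a correction may widen ratios, and the arrays do not say which scale is nearer to the true copy number. The paper's results report 2 to 2.5 fold for heterochromatin by qPCR on 3R, and its legend 1.5 to 2.5 fold for loci in and near it. For a satellite DNA the paper also reports 2 to 2.5 fold. On geminin replicate 2, 3RHet stood at 1.71 with the processed signals and 2.36 with the deposited log ratios. The qPCR and satellite values were not analysed here.

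YHet probes lay at the level of the arms (0.08). Their median Cy3 processed signal was 44.8, against 1350 for the other heterochromatic scaffolds, and 74.7% were well above background. This is consistent with probes that have little DNA to bind, as Kc167 is a female line. XHet was the lowest of the other scaffolds, -0.24 from their median. Of random stretches of 161 probes on those scaffolds, 0% were as low; the gap was -0.24 after removal of the GC trend; and 100% of its probes were well above background. The few probes, GC content and dim spots are thus argued against, but 1 array carries XHet and no error between replicates can be given.

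A few windows near the proximal ends are covered with 10 probes by geminin replicate 1 and not by replicate 2. On 2R, 2150001 to 2200000, 2200001 to 2250000 and 2300001 to 2350000 stood at 1.56, 1.38 and 1.52 on 12 to 28 probes, and on X, 21600001 to 21650000 stood at 1.92 on 11 probes, all above the neighbouring windows. The control-control array gave 1.12, 1.12, 1.07 and 1.02 there. Another window covered only by replicate 1, on 3L from 19700001 to 19750000, was not raised in this way. It stood at 1.05 on 22 probes, and at 0.98 on the control-control array. The high windows on 2R and X were picked after their values were seen, and no explanation was tested.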
